# Physiological Characterization and Comparative Transcriptome Analysis of a Slow-Growing Reduced-Thylakoid Mutant of Chinese Cabbage (*Brassica campestris* ssp. *pekinensis*)

**DOI:** 10.3389/fpls.2016.00003

**Published:** 2016-01-26

**Authors:** Shengnan Huang, Zhiyong Liu, Danyang Li, Runpeng Yao, Li Hou, Xiang Li, Hui Feng

**Keywords:** Chinese cabbage, slow-growing mutant, physiological characterization, transcriptome analysis, DEGs

## Abstract

Mutants are ideal for studying physiological processes. The leaves of Chinese cabbage are a major place for photosynthesis, and the mutation of these leaves may directly affect the rate of plant growth and development, thus influencing the formation of its leafy head. We characterized a slow-growing mutant, which was designated as *drm*. The *drm* exhibited slow growth and development at the seedling and heading stages, leading to the production of a tiny, leafy head, and chlorophyll-deficient leaves, especially in seedlings. Genetic analysis indicated that the phenotype of *drm* was controlled by a single recessive nuclear gene. Compared with the wild-type “FT” line, the *drm*'s chlorophyll content was significantly reduced and its chloroplast structure was abnormal. Moreover, its photosynthetic efficiency and chlorophyll fluorescence parameters were significantly decreased. The changes in leaf color, combined with these altered physiological characters, may influence the growth and development of plant, ultimately resulting in the slow-growing phenotype. To further understand the molecular regulation mechanisms of phenotypic differences between “FT” and *drm*, comparative transcriptome analyses were performed using RNA-Seq; a total of 338 differentially expressed genes (DEGs) were detected between “FT” and *drm*. According to GO and KEGG pathway analysis, a number of DEGs involved in chlorophyll degradation and photosynthesis were identified, such as chlorophyllase and ribulose-1,5-bisphosphate carboxylase/oxygenase. In addition, the expression patterns of 12 DEGs, including three chlorophyll degradation- and photosynthesis-related genes and nine randomly-selected genes, were confirmed by qRT-PCR. Numerous single nucleotide polymorphisms were also identified, providing a valuable resource for research and molecular marker-assistant breeding in Chinese cabbage. These results contribute to our understanding of the molecular regulation mechanisms underlying growth and development and lay the foundation for future genetic and functional genomics in Chinese cabbage.

## Introduction

Plant growth and development is an extremely complicated physiological and biochemical process that includes the phases of seed germination, young panicle formation, flowering, pollination, fertilization, fruiting, and aging. Each phase involves different metabolic changes and is affected by internal and external factors, primarily including the cell cycle (den Boer and Murray, 2000), light (light intensity and light quality) (Fukuda et al., 2002), and plant hormones (Lam, 2004). Plant hormones are crucial for plant growth and development, as they are involved processes throughout the plant's lifecycle and they regulate all aspects of plant growth and development; such phytohormones include IAA (Auxin; Fukuda, 2004), CTK (cytokinin; Lejeune et al., 1994), GA (gibberellin; Yamaguchi, 2008), ABA (abscisic acid; Cheng et al., 2002), and JA (jasmonic acid; Satora and Kayoka, 2001). Numerous genes related to plant growth and development have recently been discovered. For example, in *Arabidopsis thaliana, URO*, which is involved in the IAA and ethylene pathways, regulates plant growth and development (Guo et al., 2004). In maize, overexpression of *ABP9* increases plant resistance to adverse conditions and inhibits plant growth and development under normal growth conditions (Meng et al., 2007). In addition, numerous senescence-associated genes (Sags) have also been identified, such as *petB, psbA, SAG12* (Lohman et al., 1994), and *LSC54* (Buchanan-Wollaston, 1994).

The leaves are the major organs of photosynthesis, and mutations of leaves may significantly influence the photosynthetic efficiency and even the growth and development of a plant. Leaf-color mutants are often produced during physical and chemical mutagenesis and the process of tissue culture. Normal leaf color is the result of long-term evolution in plants. However, leaf-color mutations can directly or indirectly affect chlorophyll biosynthesis and degradation, resulting in reduced photosynthetic efficiency, slow growth, and development and declining competitiveness, and they can even cause plant death (Jung et al., 2003; Ihnatowicz et al., 2004; Sugimoto et al., 2004; Chen et al., 2005; Nagata et al., 2005). Leaf-color mutants are also known as Chl-deficient mutants (Liu et al., 2012). Chlorophyll-deficient mutants are widely used to study the molecular regulation mechanisms of chlorophyll biosynthesis and chloroplast development in plants (Carol et al., 1999; Isaacson et al., 2002; Lonosky et al., 2004; Noutoshi et al., 2005; Rzeznicka et al., 2005). It has been reported that a chlorophyll-deficient mutant, which was obtained by treatment with the chemical mutagen ethyl methanesulfonate (EMS), facilitated the understanding of the biological processes of chloroplast development in *Brassica napus* (Zhu et al., 2014). Therefore, leaf color is not only a useful marker character for the utilization of heterosis, but it is also an important trait for studies of photosynthesis, chlorophyll biosynthesis, chloroplast genetic transformation and development, and gene expression and regulation.

The transcriptome comprises the complete set of transcripts from a certain type of cell or tissue at a specific developmental stage or physiological condition. Transcriptome analysis can provide a comprehensive understanding of molecular mechanisms involved in specific biological processes and diseases based on gene function and structure. Next generation sequencing (NGS) technology, i.e., RNA-Seq, has developed rapidly and has been extensively applied to transcriptomics studies. This high-throughput, low cost technique is widely used to discover new genes and transcripts in plants (Wall et al., 2009; Huang and Khatib, 2010; Garg et al., 2011), to develop Single Nucleotide Polymorphisms (SNPs) and molecular markers (Novaes et al., 2008; Cánovas et al., 2010; Montgomery et al., 2010; Hansey et al., 2012), to analyze gene expression profiles (Bruno et al., 2010; Severin et al., 2010), to identify differentially expressed genes (DEGs; Camarena et al., 2010; Faulconnier et al., 2011) and in RNA editing (Peng et al., 2012), alternative splicing (AS; Filichkin et al., 2010; Zenoni et al., 2010; Wang et al., 2011a), and metabolic pathway analysis (Barrero et al., 2011; Feng et al., 2012). These studies have provided massive amounts of sequencing data for studying gene expression patterns and for DEG identification and molecular marker development.

Chinese cabbage (*Brassica campestris* ssp. *pekinensis* [Lour] Olsson), which belongs to the family Brassicaceae, is an economically important, popular vegetable crop that is widely cultivated in Asia. The size of leafy head is an important indicator for measuring the yield and quality of Chinese cabbage. Changes in leaf color may affect the rate of plant growth and development and even the formation of its leafy head, ultimately influencing yields. The completion of genome sequencing of Chinese cabbage (Wang et al., 2011b) has paved the way for comparative transcriptome analysis and functional genomics studies of this crop.

In this study, we characterized a slow-growing mutant, which was designated as *drm*. The *drm* exhibited slow growth and development and chlorophyll-deficient leaves. Comparative physiological studies were conducted to investigate the phenotypic differences between *drm* and the wild-type “FT” line. Moreover, to obtain a comprehensive and integrated genomic resource and to better elucidate the gene expression patterns in *drm*, we utilized Illumina NGS technology to compare the transcriptome profiles of *drm* and “FT.” Numerous DEGs were identified, including a number of genes related to chlorophyll degradation and photosynthesis. The results provide a comprehensive view of the transcriptome of *drm*, which contributes to our understanding of the important metabolic or regulatory mechanisms underlying the growth and development of Chinese cabbage. The results also represent a valuable resource for future genetic and genomic studies in Chinese cabbage.

## Materials and methods

### Plant materials

The *drm* was screened by Huang et al. (2014) and derived from Chinese cabbage DH line “FT” by a combination of isolated microspore culture and radiation treatment (^60^Co γ-rays). This mutant was diploid as determined by flow cytometry and exhibited stable inheritance after multiple generations. It is assumed that the genetic background between “FT” and *drm* is completely consistent, with the only difference found at the mutation sites.

### Genetic analysis

To study the genetic patterns of *drm*, a reciprocal cross between *drm* and the wild-type “FT” line was performed. The BC_1_ generation was obtained by backcrossing of F_1_ to *drm* and “FT.” Also, the F_2_ population was derived from self-pollination of F_1_ plants. The phenotype of the reciprocal hybrid F_1_ and the segregation ratios of the BC_1_ and F_2_ populations were recorded. The data from these experiments were analyzed using the Chi-square (χ^2^)-test.

### Investigation of agronomic traits

In August 2014, “FT” and *drm* seeds were sown in a greenhouse at Shenyang Agricultural University. At the seedling stage, when the third true leaves appeared, the leaf length, leaf width, leaf index of the third true leaves, and plant width were measured in for both lines every 3 days until leafy heads began to form; the plants were measured 12 times. At the heading stage, when the leafy head of each plant was mature, the head weight, head length, head width, and head length/head width ratio of “FT” and *drm* were measured. Five consistent and robust “FT” and *drm* plants were, respectively, selected at the seedling and heading stage; each measurement was performed in three independent experiments.

### Measurement of chlorophyll and carotenoid contents

Consistent, robust “FT” and *drm* plants at the seedling stage were also selected for chlorophyll and carotenoid measurements. When the third true leaves appeared, chlorophyll and carotenoid in the third true leaves of “FT” and *drm* were extracted with 90% (v/v) acetone solution every 3 days according to the method of Arnon (1949). The absorbance was recorded at 663, 645, and 470 nm using a UV spectrophotometer (T6 New Century, Persee, Beijing, China); each measurement was repeated three times. The total chlorophyll, chlorophyll a, chlorophyll b and carotenoid contents were calculated based on these measurements.

### Measurement of photosynthetic characters

Ten consistent, robust “FT” and *drm* plants were selected at the seedling stage, respectively. The net photosynthetic rate (A), stomatal conductance (G_*H*2*O*_), intercellular CO_2_ concentration (Ci), and transpiration rate (E) of the fully-expanded third true leaves were measured in the field using the GFS-3000 portable photosynthesis system (WALZ, Germany) from 9:00 to 11:00 a.m. The temperature was set at 30°C, CO_2_ concentration was subjected to external conditions, and simulation light intensity was set at 1200 μmol·m^−2^·S^−1^. Each plant was measured three times.

### Measurement of fluorescence kinetic parameters

A Fluor Cam Portable ChI/GFP Luminoscope (Handy GFPCam; Eco Tech, Beijing, China) was used to measure the chlorophyll fluorescence kinetic parameters of the fully-expanded third true leaves of “FT” and *drm* at the seedling stage according to the method of Feng et al. (2008). Five consistent, robust plants were, respectively, selected from “FT” and *drm*; each measurement was repeated three times. The dark treatment was initially conducted for 30 min. Minimal fluorescence (*F*_0_), optional maximal photochemical efficiency of PS II (Fv/Fm), actual photochemical efficiency of PSII (Φ_PSII_), photochemical quenching (qP), and non-photochemical quenching (NPQ) were subsequently measured.

### Observing chloroplasts using transmission electron microscopy

Fresh third true leaves (avoiding large veins) of “FT” and *drm* at the same position were selected from seedlings growing in the field. For transmission electron microscopy analysis, the leaves were cut into 1 mm^2^ sections, fixed in glutaraldehyde solution (2.5% glutaraldehyde, 0.1 mol·L^−1^ Na_2_HPO_4_, 0.1 mol·L^−1^ NaH_2_PO_4_, pH 7. 0), washed in 0.1 mol·L^−1^ phosphate buffer, further fixed in 1% OsO_4_ in the same phosphate buffer, and dehydrated step-by-step with various concentrations of acetone, followed by embedding and polymerization using Epon812. After ultrathin sectioning (LKB2088 type ultramicrotome, LKB Company, Sweden), the samples were double-dyed with uranyl acetate and lead citrate solutions and observed under a transmission electron microscope (H-7650; Hitachi, Japan); photographs were taken at 30,000-fold magnification (Hao et al., 2010; Ning et al., 2012).

### RNA extraction

To further understand the molecular regulation mechanisms of the phenotypic differences, comparative transcriptome analyses were performed between “FT” and *drm*. In October 2014, “FT” and *drm* seeds were sown in a greenhouse at Shenyang Agricultural University. The third true leaves of “FT” and *drm* were collected as described above and used as transcriptome sequencing materials during the optimal period in which the most significant differences in growth and development were observed. All samples were immediately frozen in liquid nitrogen and stored at –80°C until further processing. Mixed samples collected from five “FT” or *drm* plants were used as one biological replicate; three independent biological replicates were prepared for “FT” and *drm*.

Total RNA from these six samples was extracted using Trizol Reagent (Invitrogen, USA) according to the manufacturer's instructions. RNA quality and purity were assessed using an Agilent 2100 Bioanalyzer (Agilent, USA), and the integrity of all RNA samples was monitored by 1.0% agarose gel electrophoresis.

### Construction of cDNA libraries and illumina sequencing

To construct six cDNA libraries, equal amounts of total RNA from the three independent biological replicates of “FT” and *drm* were pooled for RNA-Seq library construction, which were designated as FT2, FT4, FT5, DRM2, DRM4, and DRM5, respectively. Poly (A) mRNA was purified from total RNA using oligo (dT) magnetic beads and fragmented into small pieces by the addition of fragmentation buffer. These short fragments served as templates to synthesize first-strand cDNA using random hexamer-primers. Second-strand cDNA was synthesized using buffer, dNTPs, RNaseH and DNA polymerase I. Short fragments were purified using a QiaQuick PCR extraction kit. These fragments were washed with EB buffer for end-repair/poly (A) addition and ligated to sequencing adapters. Suitable fragments (as judged by agarose gel electrophoresis) were selected for use as templates for PCR amplification. The Agilent 2100 Bioanalyzer and ABI StepOnePlus Real-Time PCR System were employed for quantification and qualification of the constructed library. The library products were then subjected to sequencing analysis via Illumina HiSeq™ 2000 platform.

### Mapping reads to the reference genome

The original image data were converted into sequence data by base calling. Low-quality reads were omitted from data analysis. Low-quality reads were defined as (i) reads in which more than 50% of bases had a quality value ≤ 10, (ii) reads in which more than 10% of bases were unknown and (iii) reads with adaptors. Clean reads filtered from raw reads were mapped to the reference genome using SOAPaligner/SOAP2 (Li et al., 2009). Mismatches of no more than five bases were allowed in the alignment.

In order to further characterize gene structures, the 5′- and 3′-gene boundaries were more precisely defined by investigating the upstream and downstream regions of the existing genes, which were predicted in the genome (Roberts et al., 2011).

### Identification and functional enrichment analysis of DEGs

Gene expression levels were calculated using the RPKM (Reads Per kb per Million reads) method (Mortazavi et al., 2008), which eliminated the influence of different gene lengths and sequencing discrepancies on the calculation of gene expression level. DESeq was applied to analyze DEGs based on the RPKM-derived baseMean for each gene between samples (Anders and Huber, 2010). To identify DEGs, the False Discovery Rate (FDR) method was used to determine the threshold of *P*-value in multiple tests (Benjamini and Hochberg, 1995). In this study, genes with the absolute value of log_2_ Ratio ≥ 5 and FDR ≤ 0.001 were defined as DEGs. In addition, SEGs were defined as those were not expressed in one library but whose baseMean values were greater than 11 in the other library (Tao et al., 2012).

Gene Ontology (GO) analysis (Ashburner et al., 2000), an international standardized gene functional classification system, offers a dynamically updated controlled vocabulary and a strictly defined way to comprehensively describe the properties of genes and their products. To perform complete GO function analysis, the DEGs were characterized into three categories: biological process, cellular component and molecular function. Pathway-based analysis helps further elucidate the biological functions of genes; Kyoto Encyclopedia of Genes and Genomes (KEGG; Kanehisa et al., 2008) is a major public pathway-related database.

The GO and KEGG pathway functional-enrichment analyses were performed to classify the DEGs. All DEGs were mapped to GO terms in the database (http://www.geneontology.org/) and pathways in the KEGG database (Kanehisa et al., 2008), respectively. Compared to the genome background, the significantly enriched GO terms and KEGG pathways in DEGs were identified using hypergeometric tests and the Bonferroni-corrected *P* ≤ 0.05 as the threshold (Abdi, 2007).

### Identification of SNPs

Since the genotype of three biological replicates of “FT” and *drm* were identical, the RNA-Seq data from the biological replicates were combined for SNPs identification. SNPs were detected using SOAPsnp software (Li et al., 2009), which was a member of the SOAP (Short Oligonucleotide Analysis Package). The SOAPsnp program was a resequencing utility, which can assemble consensus sequences for the genome/transcriptome of a newly sequenced individual based on the alignment of the sequencing reads on the known reference. Then the SNPs can be identified through the consensus sequence in comparison with the reference sequence.

### Quantitative real-time PCR (qRT-PCR) analysis

Total RNA was extracted from the same plant samples (“FT” and *drm*) as those used for RNA-Seq using Trizol Reagent (Invitrogen, USA), and first-strand cDNA was synthesized using a FastQuant First Strand cDNA Synthesis kit (Tiangen, Beijing, China) according to the manufacturer's instructions. To confirm the gene expression patterns of the DEGs, a total of 12 DEGs, including three chlorophyll degradation- and photosynthesis-related genes (*Bra025756, Bra025431*, and *Bra028406*) and nine randomly-selected genes (*Bra031329, Bra037196, Bra014819, Bra015728, Bra039414, Bra003874, Bra007953, Bra029272*, and *Bra011660*), were analyzed using qRT-PCR. The qRT-PCR was performed on a Bio-Rad IQ5 Real Time PCR System (Bio-Rad, USA) using SYBR Green PCR master mix (Takara). Each 20-μL reaction consisted of 9 μl 2.5X Real MasterMix/20X SYBR solution, 2 μL (2 μmol·L^−1^) of forward and reverse primers, 2 μl diluted cDNA (50 ng) and 5 μl ddH_2_O. The *Actin* gene was used as an internal control, and gene-specific primers were designed with Primer Premier Software (version 5.0); the primer sequences were shown in Table S7. The qRT-PCR was performed using the following reaction conditions: 95°C for 3 min, followed by 40 cycles of 95°C for 30 s, 57°C for 30 s, and 68°C for 15 s. Melting curves (55–95°C) were then performed for each reaction to detect primer dimers. The relative expression levels of genes were calculated using the 2^−Δ*ΔCt*^ method (Livak and Schmittgen, 2001). All reactions were performed with three biological replicates. The expression differences between samples were analyzed using Bio-Rad IQ5 Manager software.

## Results

### Morphological analysis of *drm* and wild-type “FT”

Compared with “FT,” *drm* exhibited slower growth and development at the seedling stage, which continued at the heading stage, eventually leading to the production of very small leafy heads. The mutant was not only slow-growing, but it also exhibited chlorophyll-deficient leaves, especially at the seedling stage (Figure 1).

**Figure 1:**
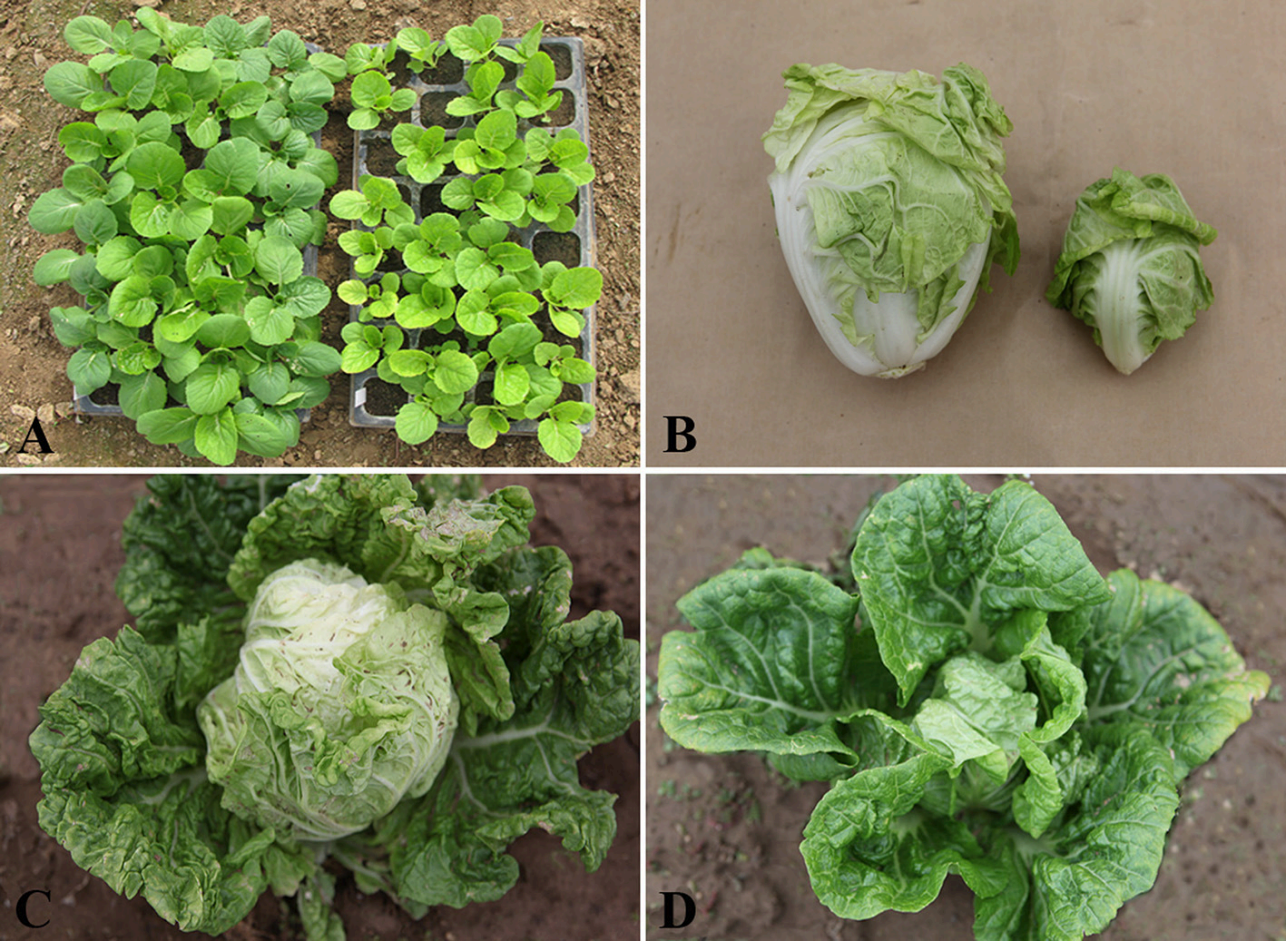
**Phenotypic characterization of *drm* and wild-type “FT.” (A)** “FT” (left) and *drm* (right) at the seedling stage; **(B)** leafy head of “FT” (left) and *drm* (right); **(C)** “FT” at the heading stage; **(D)** *drm* at the heading stage.

### Genetic analysis of *drm*

The reciprocal cross F_1_ plants exhibited the same phenotype as “FT,” which indicates that the phenotype of *drm* is recessive and controlled by nuclear genes. The segregation ratio of F_1_ × *drm* in the BC_1_ progenies was ~1:1 [χ^2^ = 1.65 $<\chi_{\left(0.05\right)}^{2}=3.84$]. In addition, the F_2_ population showed the expected segregation ratio of 3:1 [χ^2^ = 2.58 < $\chi_{\left(0.05\right)}^{2}=3.84$]. These data indicate that the phenotype of *drm* is controlled by a single recessive gene (Table 1).

**Table 1:** **Genetic analysis of *drm* mutant and crosses between *drm* and “FT”**.

**Generation**	**Total**	**“FT”**	***drm***	**Segregation ratio**	**χ^2^**
P_1_ (“FT”)	180	180	0		
P_2_ (*drm*)	156	0	156		
F_1_ (P_1_ × P_2_)	204	204	0		
F_1_ (P_2_ × P_1_)	216	216	0		
BC_1_ (F_1_ × “FT”)	147	147	0		
BC_1_ (F_1_ ×*drm*)	144	79	65	1.22:1	1.65
F_2_	207	165	42	3.93:1	2.58

### Agronomic traits analysis of *drm* and wild-type “FT”

At the seedling stage, the leaf length, leaf width of the third true leaves, and plant width were significantly reduced in *drm* compared to “FT,” while there was no obvious difference in leaf index between lines. In addition, 15–24 days after the third true leaves appeared, the changes in leaf length, leaf width, and plant width of both “FT” and *drm* were the most rapid, and the greatest significant quantitative differences between these values were observed between lines (Figure 2).

**Figure 2:**
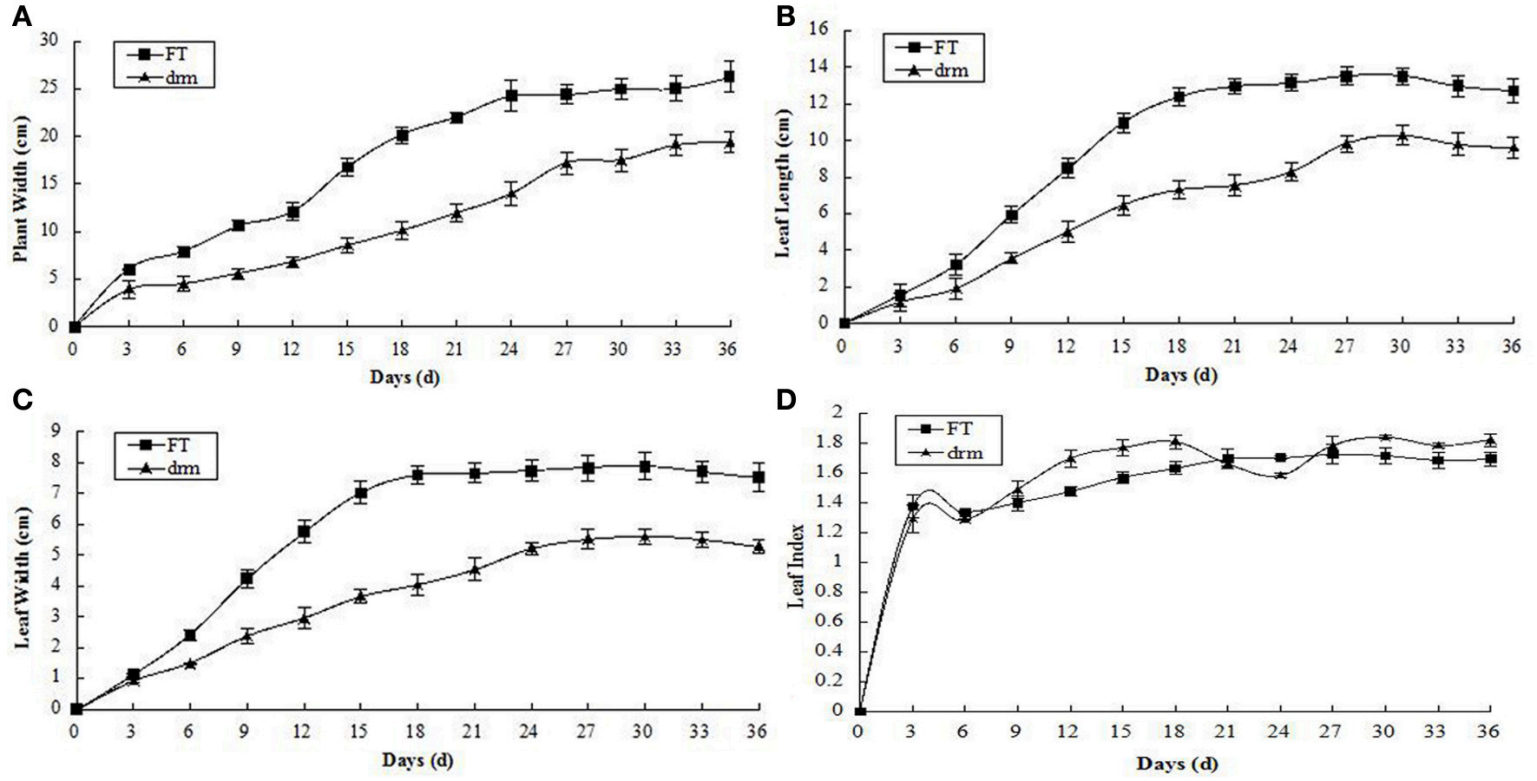
**Agronomic traits of *drm* and wild-type “FT” at the seedling stage**. **(A)** Plant width; **(B)** leaf length; **(C)** leaf width; **(D)** leaf index. Days (d): days after the third true leaves appeared. Each value is the mean of three independent experiments. The *error bars* represent standard error (SE) of the means.

At the heading stage, when the leafy head was mature, the head weight, head length, and head width were obviously higher in “FT” than in *drm*, while the head length/head width ratios were similar between lines. Among these, the difference in head weight was the most obvious. The head weight of “FT” was ~3.5-times that of *drm*; this difference was highly significant (Table 2).

**Table 2:** **Agronomic and photosynthetic characters of *drm* and “FT”**.

**Traits**	**Characteristics**	**“FT”**	***drm***
Agronomic characters at the heading stage	Mean of head weight (Kg)	0.48 ± 0.05^*^	0.14 ± 0.01
	Mean of head length (cm)	14.65 ± 0.42^*^	10.70 ± 0.41
	Mean of head width (cm)	11.50 ± 0.66^*^	7.78 ± 0.49
	Mean of head length/head width ratio	1.28 ± 0.04	1.38 ± 0.03
Photosynthetic characters at the seedling stage	Net photosynthetic rate (A, μmol CO_2_m^−2^s^−1^)	17.14 ± 0.53^*^	13.68 ± 0.53
	Stomatal conductance (G_H2O_, mol H_2_O m^−2^s^−1^)	249.90 ± 21.75^*^	146.85 ± 11.99
	Intercellular CO_2_ concentration (Ci, μmol CO_2_ mol^−1^)	364.71 ± 9.88^*^	315.80 ± 6.96
	Transpiration rate (E, mol H_2_O m^−2^s^−1^)	3.34 ± 0.26^*^	2.22 ± 0.17
Chlorophyll fluorescence kinetic parameters at the seedling stage	Minimum fluorescence (*F*_0_)	127.48 ± 1.23^*^	101.85 ± 1.94
	Primary photochemical efficiency of PS II (Fv/Fm)	0.81 ± 0.02	0.78 ± 0.03
	Actual photochemical efficiency of PSII (Φ_PSII_)	0.72 ± 0.02	0.71 ± 0.03
	Photochemical quenching (qP)	0.95 ± 0.02	0.90 ± 0.03
	Non-photochemical quenching (NPQ)	0.47 ± 0.05	0.45 ± 0.02

*Means and standard error (SE)-values were calculated from three independent replicates. Data were analyzed using SPSS 16.0 (Chicago, IL, USA)*.

* *Significantly different at a level of 0.05 by t-test*.

### Chlorophyll and carotenoid content analysis of *drm* and wild-type “FT”

As the third true leaves developed, the contents of chlorophylls (total chlorophylls, chlorophyll a and chlorophyll b) and carotenoids gradually declined. Compared to “FT,” the chlorophyll contents were significantly reduced in *drm*, whereas the carotenoid contents were similar between lines (Figure 3). These results indicate that the reduced chlorophyll contents in *drm* are related to the chlorophyll-deficient leaf phenotype of the mutant at the seedling stage.

**Figure 3:**
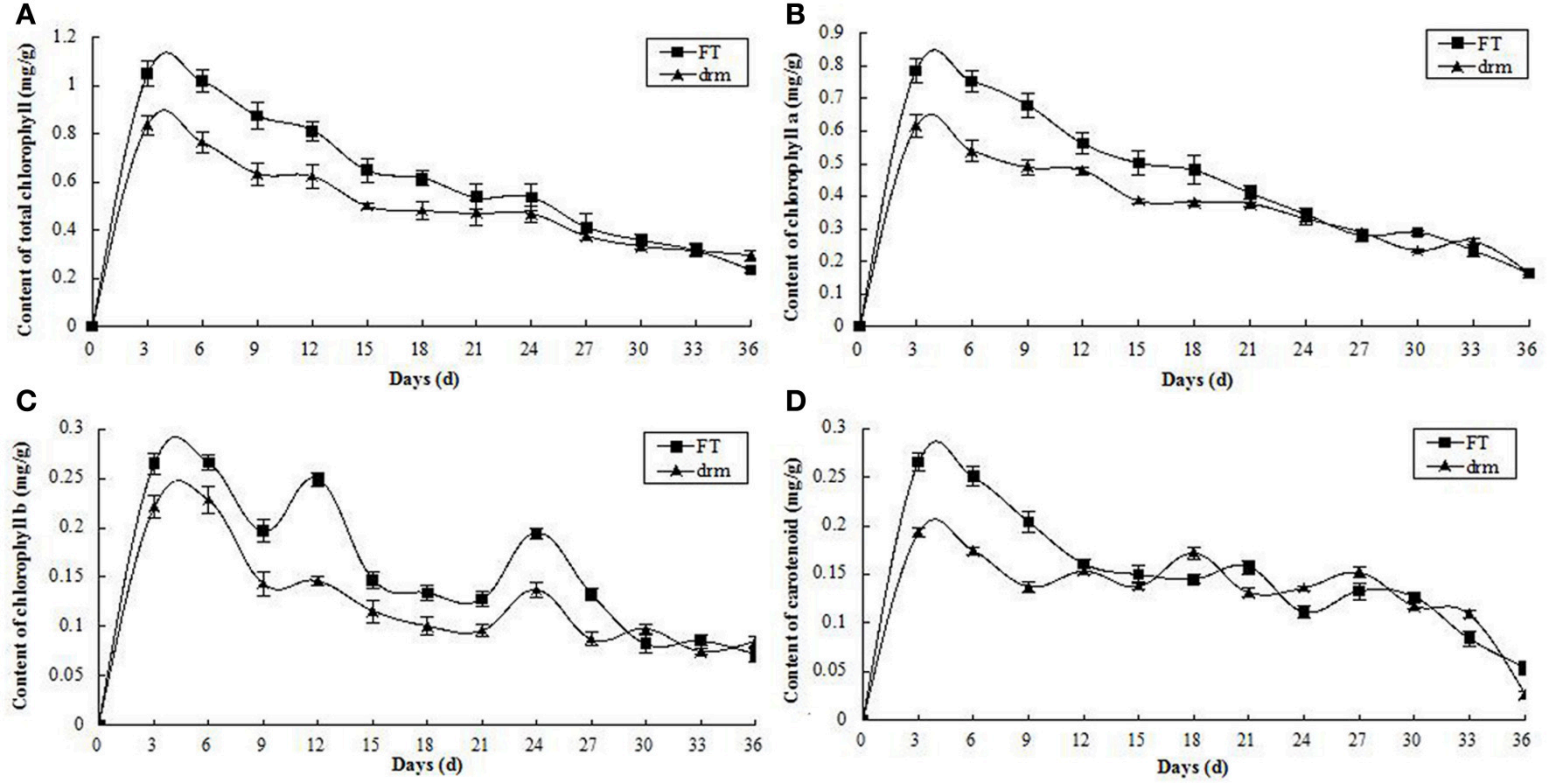
**Dynamic changes in chlorophyll and carotenoid contents in *drm* and wild-type “FT” at the seedling stage**. **(A)** total chlorophyll contents; **(B)** chlorophyll a contents; **(C)** chlorophyll b contents; **(D)** carotenoid contents. Days (d): days after the third true leaves appeared. Each value is the mean of three independent experiments. The *error bars* represent standard error (SE) of the means.

### Photosynthetic character analysis of *drm* and wild-type “FT”

As shown in Table 2, the net photosynthetic rate (A), stomatal conductance (G_*H*2*O*_), intercellular CO_2_ concentration (Ci), and transpiration rate (E) in the fully-expanded third true leaves of *drm* were significantly reduced compared to those of “FT.” These results suggest that *drm* has impaired chlorophyll biosynthesis, which further leads to reduced photosynthetic efficiency of this mutant.

### Fluorescence kinetic parameter analysis of *drm* and wild-type “FT”

Chlorophyll fluorescence parameters are used to describe the mechanism underlying photosynthesis as well as plant photosynthetic physiology (Zhang, 1999). Compared to “FT,” the optional maximal photochemical efficiency of PS II (Fv/Fm), actual photochemical efficiency of PSII (Φ_PSII_), photochemical quenching (qP), and non-photochemical quenching (NPQ) of *drm* were reduced; however, these reductions were not significant. Only the minimum fluorescence (*F*_0_) of *drm* was significantly reduced in the mutant (Table 2); this value is related to the concentration of chlorophyll in leaves. This difference in *F*_0_-values between *drm* and “FT” is in accordance with the reduced chlorophyll contents in *drm*.

### Observation of chloroplast ultrastructure in *drm* and wild-type “FT”

To investigate how chloroplast development is affected in *drm*, we compared the chloroplast ultrastructure of *drm* and “FT” using transmission electron microscopy. As shown in Figure 4, there were no apparent differences in chloroplast shape between *drm* and “FT.” “FT” chloroplasts had obvious, abundant thylakoid structures with grana and lamella; the grana and lamella stacks were well-ordered and distributed fairly evenly. In addition, a number of plastoglobules were observed. However, the chloroplasts of *drm* were less dense, with fewer thylakoid stacks of grana and lamella than those of “FT,” and the stacks were irregular and distributed unevenly, suggesting that the chloroplast structure was degraded. Also, relatively large starch grains were observed in the chloroplasts. These results indicate that *drm* does not simply exhibit reduced chlorophyll accumulation; its chloroplast development is also impaired.

**Figure 4:**
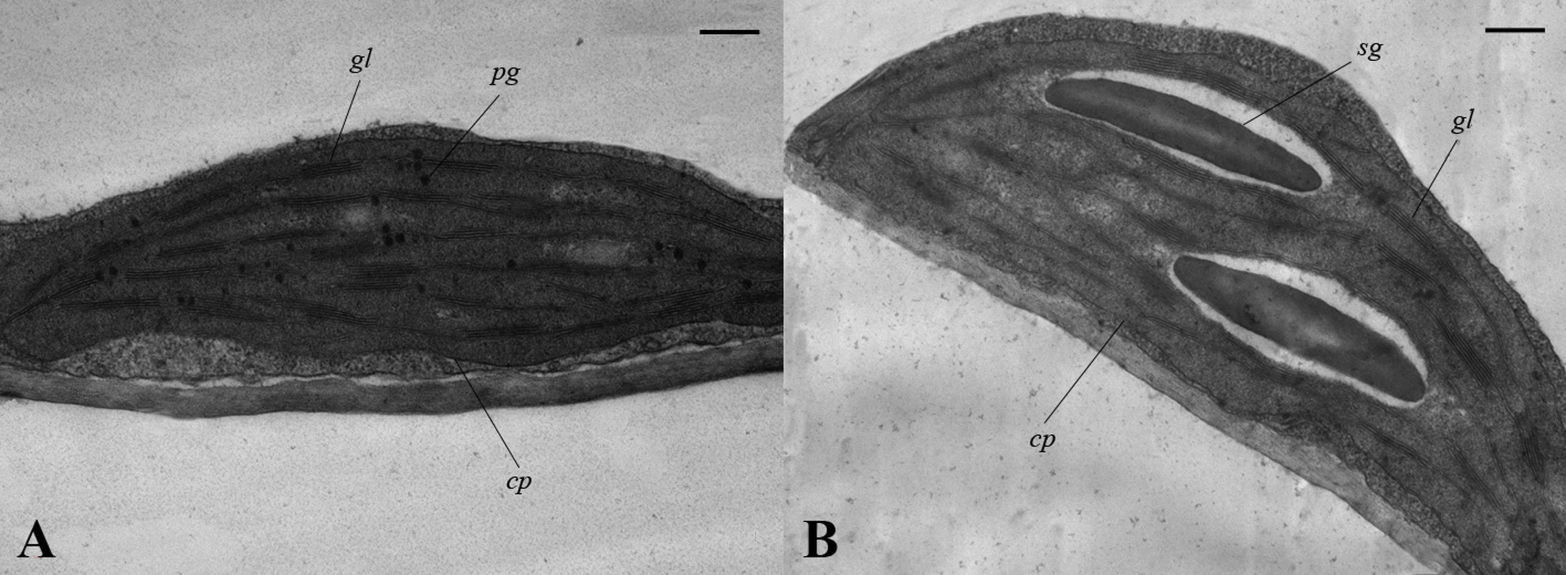
**Chloroplast ultrastructure of *drm* and wild-type “FT” at the seedling stage (× 30,000)**. **(A)** chloroplasts of “FT;” **(B)** chloroplasts of *drm*; *cp* chloroplast, *sg* starch grain, *pg* plastoglobule, *gl* grana lamella. Scale bar, 1 μm.

### Transcriptome sequencing and comparison with the reference genome

A total of 278.9 million clean reads were generated. 

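The RNA-Seq libraries were made from the third true leaves of the wild-type doubled haploid line “FT” and of drm, with 3 libraries per genotype (FT2, FT4 and FT5, and DRM2, DRM4 and DRM5). According to the methods, leaves of 5 plants were mixed for each biological replicate, and equal amounts of RNA of the 3 replicates were pooled for library construction. The authors mapped the clean reads to the Chinese cabbage reference genome with SOAPaligner/SOAP2 and deposited, for each gene with at least 1 read, the count of uniquely mapped reads, the RPKM and the percentage of the gene covered. The counts summed to 31605767 in FT2, 30872809 in FT4 and 31333257 in FT5, and to 32034952 in DRM2, 30971570 in DRM4 and 31531693 in DRM5. These totals are 94.6 to 96.3% of the unique match reads that Table 3 of the paper lists, since only reads on genes are in the files. For a gene with 0 reads in a library, expression of up to about 3 counts, or 0.0936 to 0.0972 CPM depending on the library, cannot be excluded. For the comparison of drm with “FT”, the counts were normalized by edgeR's TMM method and tested with edgeR's quasi-likelihood test, with Benjamini-Hochberg adjustment, in 27888 genes with at least 10 counts summed over the 6 libraries. The thresholds were those of the paper, a log2 fold change of at least 5 in size and an FDR of at most 0.001. The log2 fold changes depend on edgeR's default prior count where a gene has 0 reads in one genotype. Log2 CPM of libraries of the same genotype correlated across genes with r between 0.990 and 0.991, and those of different genotypes with r between 0.908 and 0.912. Genes are not independent replicates in these correlations. For a single gene, an exact permutation test of 3 libraries against 3 cannot give a p below 0.1.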

Of the total clean reads from the six samples, 46.1–47.2% were a perfect match, 26.2–27.3% had no more than five base mismatches, 69.1–71.4% were mapped to unique genome locations, 2.0–4.4% were mapped to multiple genome locations, and 26.2–26.7% were unmapped reads (Table 3).

**Table 3:** **Number of reads based on Illumina sequencing data in six libraries of *drm* and “FT”**.

**Reads category**	**FT2**	**FT4**	**FT5**	**DRM2**	**DRM4**	**DRM5**
Total clean reads	46,843,740	46,839,370	46,512,842	46,607,084	45,622,418	46,506,924
Total base pairs	4,215,936,600	4,215,543,300	4,186,155,780	4,194,637,560	4,106,017,620	4,185,623,160
Total mapped reads	34,362,120 (73.35%)	34,411,673 (73.47%)	34,263,571 (73.66%)	34,395,024 (73.80%)	33,447,769 (73.31%)	34,224,146 (73.59%)
Perfect match reads	21,975,803 (46.91%)	22,128,010 (47.24%)	21,880,838 (47.04%)	21,768,742 (46.71%)	21,015,055 (46.06%)	21,567,699 (46.38%)
≤ 5 bp mismatch reads	12,386,317 (26.44%)	12,283,663 (26.23%)	12,382,733 (26.62%)	12,626,282 (27.09%)	12,432,714 (27.25%)	12,656,447 (27.21%)
Unique match reads	33,420,172 (71.34%)	32,353,598 (69.07%)	32,874,184 (70.68%)	33,260,357 (71.36%)	32,263,301 (70.72%)	33,206,884 (71.40%)
Multi-position match reads	941,948 (2.01%)	2,058,075 (4.39%)	1,389,387 (2.99%)	1,134,667 (2.43%)	1,184,468 (2.60%)	1,017,262 (2.19%)
Total unmapped reads	12,481,620 (26.65%)	12,427,697 (26.53%)	12,249,271 (26.34%)	12,212,060 (26.20%)	12,174,649 (26.69%)	12,282,778 (26.41%)

*Mapped reads are the sum of perfectly matched reads and reads with ≤ 5 bp mismatch, or the sum of uniquely matched reads and multi-position matched reads. Numbers in parenthesis represent percentages of the total number of clean reads in each library*.

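Summed over the 6 libraries, the deposited tables hold 188350048 uniquely mapped reads on genes. At least 1 uniquely mapped read was counted on 31373 genes in the 6 libraries together. With at least 10 reads in a library required, 26122 genes remained, and with an RPKM of at least 1, the strictest of the alternatives, 23568 genes remained.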

All 278.9 million clean reads were mapped to 31,373 genes in the reference genome. 

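Gene lengths in the deposited tables had a median of 1071 bp over the 31373 genes. From 500 bp up to but not including 1000 bp there were 9589 genes, or 30.6%. The class from 1000 to 1500 bp held 7946 genes when a length of exactly 1500 bp was counted in the next class, and 7988 when it was counted in this class and a length of exactly 1000 bp was not. From 100 to 500 bp there were 4764 genes, or 15.2%. A further 4341 genes were 1500 to 2000 bp long and 3217 were 2000 to 3000 bp long.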

The size distribution of all 31,373 genes detected in *drm* and “FT,” genes in the most abundant group were 500–1000 bp in length (9589; 30.6% of the 31,373 genes), followed by 1000–1500 bp (7988; 25.5% of all genes), and 100–500 bp (4764; 15.2% of all genes; Table S1). 

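Genes with at least 1 uniquely mapped read numbered 28203 in FT2, 28223 in FT4 and 28210 in FT5, a mean of 28212 ± 10.1 (SD, n = 3). In drm they numbered 28545 in DRM2, 28532 in DRM4 and 28515 in DRM5, a mean of 28531 ± 15.0 (SD, n = 3). Every drm library had more detected genes than every “FT” library (exact permutation test, p = 0.1, the smallest p that 3 libraries against 3 allow). The means were nearest when an RPKM of at least 1 was required, with means of 21822 genes in “FT” and 21828 in drm.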

Among the six samples, there were 28,201 (FT2), 28,219 (FT4), 28,209 (FT5), 28,542 (DRM2), 28,527 (DRM4), and 28,507 (DRM5) genes, providing large amounts of data for further differential gene expression analysis. Gene coverage, i.e., the percentage of a gene covered by reads, can reflect the quality of sequencing. This value is equal to the ratio of the base number in a gene covered by unique mapping reads to the total base number in that gene (Figure 5).

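Coverage as deposited by the authors was counted here in classes of 10 percentage points among the genes detected in each library. In the class from 90% upward, “FT” libraries had 67.7% ± 0.0945 of their genes (SD, n = 3) and drm libraries had 67.0% ± 0.107 (SD, n = 3). By number this class held 19090 genes in FT2, 19127 in FT4 and 19065 in FT5, and 19158 in DRM2, 19093 in DRM4 and 19130 in DRM5. Between 80 and 90% coverage there were 2016 genes in FT2, 1954 in FT4 and 1970 in FT5, and 2042 in DRM2, 2053 in DRM4 and 2068 in DRM5. Below 10% coverage the libraries of the genotypes overlapped, with 603 genes in FT2, 575 in FT4 and 554 in FT5, and 573 in DRM2, 596 in DRM4 and 583 in DRM5. Some deposited coverage values pass 100%, up to 100.94%, and were counted in the highest class.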

**Figure 5:**
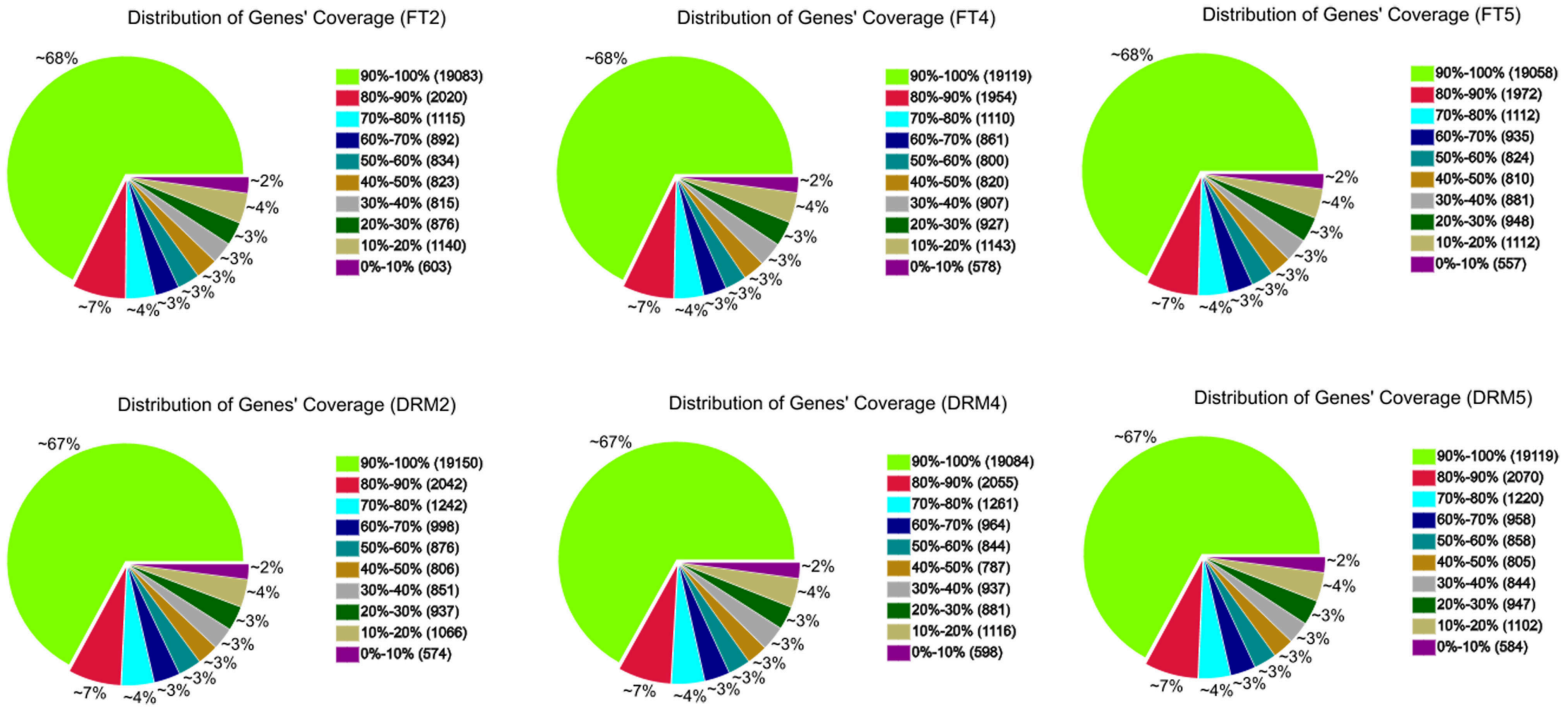
**Gene coverage of *drm* and wild-type “FT” mapped to the reference genome**. Results are shown as the percentage of the total number of genes.

In total, 3505 (FT2), 3442 (FT4), 3406 (FT5), 3516 (DRM2), 3504 (DRM4), and 3636 (DRM5) gene sequences were extended at the 5′-end, and 3511 (FT2), 3427 (FT4), 3393 (FT5), 3534 (DRM2), 3551 (DRM4), and 3675 (DRM5) gene sequences were extended at the 3′ end (Tables S2, S3).

In addition, based on the transcriptome data and annotation of reference genes, a total of 1693 and 1513 novel transcripts were detected in “FT” and *drm*, respectively. Among which, 839 (“FT”) and 794 (*drm*) novel transcripts were protein-coding, and 854 (“FT”) and 719 (*drm*) novel transcripts were non-coding (Table S4).

### Identification of SNPs

A total of 181,607 and 174,923 SNPs in “FT” and *drm* were identified, mainly including transitions and transversions (Table S5). Among which, the most common base substitution was A/G, followed by C/T, while the rarest was C/G (Table 4). In addition, the SNPs constrasting “FT” and *drm* were analyzed, of these SNPs, 7286 and 6730 were specifically detected in “FT” and *drm*, respectively.

**Table 4:** **Summary of single nucleotide polymorphism (SNP) types identified in *drm* and “FT”**.

**SNP type**	**“FT”**	***drm***
Transition	102,832 (56.62%)	99,001 (56.60%)
A/G	51,752 (28.50%)	49,863 (28.51%)
C/T	51,080 (28.13%)	49,138 (28.09%)
Transversion	78,775 (43.38%)	75,922 (43.40%)
A/C	21,003 (11.57%)	20,216 (11.56%)
A/T	20,749 (11.43%)	20,000 (11.43%)
C/G	16,832 (9.27%)	16,199 (9.26%)
G/T	20,191 (11.12%)	19,507 (11.15%)
Total	181,607	174,923

*The numbers in parentheses indicate the percentages of total number of SNPs in “FT” and drm, respectively*.

### Analysis of differential gene expression

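In the edgeR fit, 326 of the 27888 tested genes passed both thresholds, 273 of them with higher and 53 with lower expression in drm than in “FT”. Table S6 as available lists 337 genes, of which 313 passed in this fit, and all 337 had the direction of change given by the table's up or down label, which was used here in place of the sign of its log2 ratio. Of the 326 DEGs, 102 had 0 reads in all 3 “FT” libraries and 36 had 0 reads in all 3 drm libraries, so that the size of their fold change rests on the prior count. The mean normalized count of the DEGs in the genotype with the higher expression had a median of 48.5, and 108 DEGs were under 20. With the replicate number as a block, 284 DEGs passed, 243 up and 41 down. The pairing is taken from the library names, and libraries with the same number did not deviate together, since the deviations from the genotype means correlated with a mean r of -0.0153 across genes for equal numbers and 0.00766 for different numbers. With each library left out in turn, between 295 and 345 DEGs passed. The count moved most with the fold change threshold lowered to 1 on the log2 scale, where 6927 genes passed, and among the fits with limma on log2(RPKM + 1), where the log scale compresses low values and 20 genes passed.

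**Figure D1:**
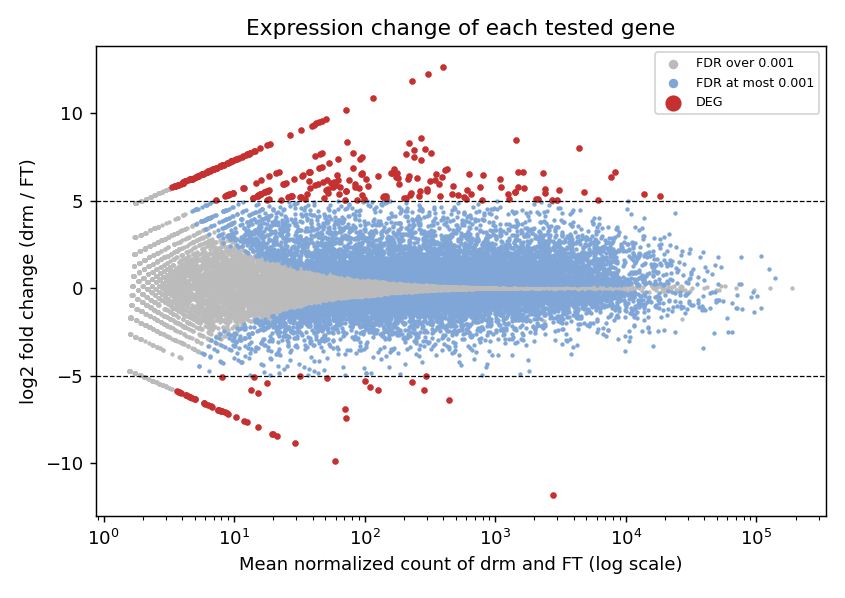
The log2 fold change (drm / “FT”) of each tested gene is plotted against its mean normalized count on a log scale. Dashed lines mark a log2 fold change of 5 up and down, red points are the 326 DEGs, blue points are other genes with an FDR of at most 0.001, and the straight outer rows of points are genes with 0 reads in one genotype.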

We detected 338 DEGs between “FT” and *drm*, including 284 genes that were upregulated and 54 that were downregulated in the *drm* vs. “FT” comparison. 

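The 273 upregulated DEGs were 5.15 times as many as the 53 downregulated DEGs. In the genotype with the higher expression, the upregulated DEGs had a median normalized count of 68.6 and the downregulated DEGs one of 17.7. DEGs with 0 reads in the other genotype made up 102 of the upregulated and 36 of the downregulated genes. Upregulated genes were in the majority in every alternative fit. With a fold change threshold of 1 on the log2 scale, 4332 genes were up and 2595 were down. With limma on log2(RPKM + 1) 19 were up and 1 was down, and without normalization beyond library size 249 were up and 70 down.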

The number of upregulated DEGs was dramatically higher than the number of downregulated DEGs (Table S6).

Numerous specifically expressed genes (SEGs) were also observed in this study. 

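Genes with 0 reads in all 3 drm libraries and a mean normalized count over 11 in “FT” numbered 24. Their mean normalized counts in “FT” ran from 11.7 to 118, with a median of 16.6. Genes with 0 reads in all 3 “FT” libraries and a mean normalized count over 11 in drm numbered 67, with mean normalized counts from 11.3 to 790 and a median of 19.0. Of these SEGs, all 24 in “FT” and 65 of the 67 in drm are listed in Table S6. Where a gene had 0 reads in a library, expression of up to about 3 counts, or 0.0936 to 0.0972 CPM, cannot be excluded at this depth. As a ratio, the number in “FT” moved most with a mean over 20 required, which left 9 SEGs, and the number in drm with a mean RPKM of at least 1, which left 27. A mean over 5 gave 57 SEGs in “FT” and 147 in drm.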

We identified 89 SEGs between “FT” and *drm*, including 24 specifically expressed in “FT” and 65 in *drm*.

Among the DEGs, we identified numerous potential stress tolerance-related genes that are responsive to drought, salt, heat, disease, or osmotic stress, such as those encoding JASMONATE-ZIM-DOMAIN PROTEIN 6 (JAZ6; *Bra016056*), dehydration-responsive protein-related (*Bra035023*), late embryogenesis abundant 3 family protein (LEA3; *Bra033350*), disease resistance family protein (*Bra026368* and *Bra039414*), F-box protein (*Bra000832*), and heat shock protein binding (*Bra007953*). 

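JAZ6 (Bra016056) had 62.4 ± 8.16 normalized counts in “FT” and 2785 ± 94.7 in drm (SD, n = 3 each), a log2 fold change of 5.48 (standard error 0.108, adjusted p = 2.75e-21 from edgeR's quasi-likelihood test). The dehydration-responsive gene Bra035023 rose from 160 ± 21.0 to 5268 ± 198 normalized counts (SD, n = 3 each), a log2 fold change of 5.04 that was 4.44 with limma on log2(RPKM + 1). LEA3 (Bra033350) rose from 9.42 ± 4.83 to 772 ± 33.6 normalized counts. For the disease resistance genes, Bra026368 went from 18.9 ± 4.51 to 742 ± 20.4 and Bra039414 from 1.87 ± 1.86 to 99.0 ± 3.03 normalized counts. Fewer reads were found in drm for the other genes named here. The F-box gene Bra000832 had 16, 11 and 5 reads in FT2, FT4 and FT5 and 0 in each drm library, a log2 fold change of -6.35 (standard error 0.461, adjusted p = 3.25e-04 from the same test). That standard error comes from the spread between the “FT” libraries alone, and does not cover the choice of prior count. For Bra000832 the log2 fold change was -13.3 when 0 was replaced by 0.001, -2.60 with a prior count of 2 and -0.315 with limma on log2(RPKM + 1). With the replicate block it no longer passed the FDR threshold. It also failed without FT2 and without DRM2, DRM4 or DRM5 in turn, and passed without FT4 or FT5. The heat shock protein binding gene Bra007953 had 198 ± 40.9 normalized counts in “FT” and 4.95 ± 4.03 in drm (SD, n = 3 each), a log2 fold change of -5.29 that was -3.48 with limma on log2(RPKM + 1). The paper lists these genes among its DEGs as potentially related to stress tolerance.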

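Among the 326 DEGs of the edgeR fit, 127 had a mean normalized count of at least 100 in the genotype with the higher expression and 108 had one under 20. The median was 48.5, against 364 over all 27888 tested genes. Of the stress-related genes, Bra035023 ranked 1140 and Bra016056 ranked 2532 among all genes by mean normalized count in drm, while Bra039414 ranked 18470. Normalized counts are not scaled by gene length, so these ranks depend on it in part. The most changed DEGs among those with a mean normalized count of at least 1000 were Bra027940, a basic endochitinase by its best match in Table S6, with 7.91 ± 2.10 normalized counts in “FT” and 2893 ± 79.1 in drm (SD, n = 3 each), Bra031329, with 33.5 ± 10.3 and 8804 ± 589, and Bra027501, a basic helix-loop-helix family gene, with 32.1 ± 8.87 and 3223 ± 110. In the other direction only Bra021998, a senescence-specific cysteine protease by its best match, met the rule, with 5519 ± 559 normalized counts in “FT” and 1.42 ± 1.23 in drm. On the log2(RPKM + 1) scale the log2 fold change of Bra021998 was -7.43 in place of -11.8.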

Most of these genes were highly expressed, and their expression patterns differed between “FT” and *drm* (Table S6).

### DEGs related to chlorophyll degradation and photosynthesis

All of the physiological analyses suggested that the slow growth of the mutant resulted from a significant decline in physiological features, especially the reduction in chlorophyll content. The presence of the mutant gene in *drm* likely impeded chlorophyll biosynthesis, which would further influence photosynthetic efficiency, eventually leading a reduce rate of growth and development.

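The 3 genes are annotated in Table S6 by their best matches, Bra025756 (975 bp) with a chlorophyllase of Brassica oleracea, and Bra028406 and Bra025431 (546 bp each) with small subunits of Rubisco of Brassica napus. The files analysed here give no position for these genes. All 3 passed the thresholds in the edgeR fit. The Rubisco small subunit belongs to a multigene family, and only uniquely mapped reads were counted, so reads common to near-identical copies are not in these counts and the split between Bra028406 and Bra025431 is uncertain. Their coverage by unique reads was 99.8% in both genotypes.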

Among the DEGs, a number of chlorophyll degradation and photosynthesis-related genes were identified, including genes for chlorophyllase (*Bra025756*) and ribulose-1,5-bisphosphate carboxylase/oxygenase (Rubisco; *Bra028406* and *Bra025431*). Among which, Rubisco, a crucial enzyme in photosynthesis, influences the photosynthetic efficiency and thus, regulates plant growth and development (Evans, 1986); Chlorophyllase is a key enzyme in chlorophyll metabolism, especially chlorophyll degradation (Hörtensteiner, 1999). In the *drm* vs. “FT” comparison, these genes were all upregulated and had relatively high expression levels (Table S6).

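Chlorophyllase (Bra025756) had 2, 5 and 3 reads in FT2, FT4 and FT5 and 348, 278 and 281 reads in DRM2, DRM4 and DRM5. Its normalized count was 3.17 ± 1.51 in “FT” and 319 ± 37.7 in drm (SD, n = 3 each), a log2 fold change of 6.61 (standard error 0.353, adjusted p = 8.82e-16 from edgeR's quasi-likelihood test). By normalized count, which is not scaled by gene length, it ranked 13329 in drm. The Rubisco gene Bra028406 had 913 ± 50.2 normalized counts in “FT” and 35992 ± 829 in drm (SD, n = 3 each), a log2 fold change of 5.30 (standard error 0.0504, adjusted p = 2.62e-23), and ranked 61 in drm. Bra025431 had 655 ± 46.4 and 27150 ± 351 normalized counts, a log2 fold change of 5.37 (standard error 0.0593, adjusted p = 3.35e-23), and ranked 96 in drm. In all 3 genes each drm library was above each “FT” library (exact permutation test, p = 0.1, the smallest possible here). The 3 genes come from the paper's DEGs in these same libraries, so this separation is not independent evidence. On the log2(RPKM + 1) scale of limma the change of Bra025756 shrank to 3.28, while those of Bra028406 and Bra025431 were 5.11 and 5.17. The paper describes these genes for chlorophyll degradation and photosynthesis as upregulated in drm with relatively high expression.

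**Figure D2:**
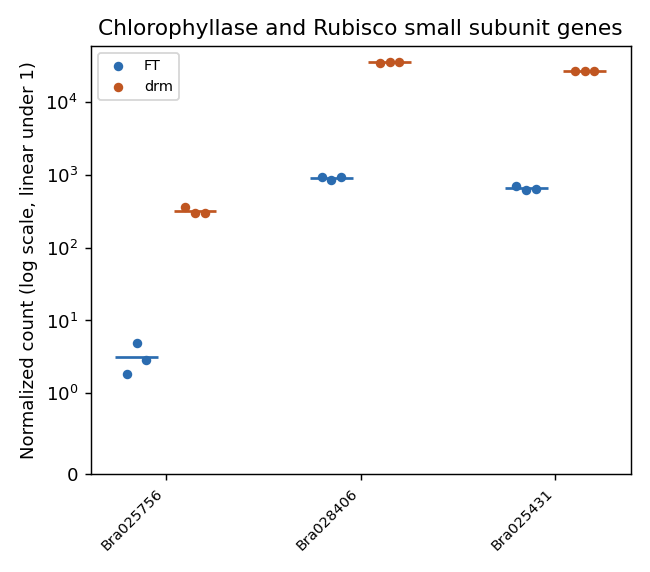
Normalized counts of Bra025756, Bra028406 and Bra025431 are plotted per library (points) with the mean of each genotype (lines), on an axis that is logarithmic above 1 and linear below. Libraries of drm are above those of “FT” for each gene, with means of 319 against 3.17 for Bra025756.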

### GO and KEGG pathway enrichment analysis of DEGs

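The deposited tables carry no GO terms, so the gene IDs were joined to the terms printed in Table S6. Of the 337 genes in that table as available, 265 had at least 1 GO term. There were 212 with a term for biological process, 194 for cellular component and 213 for molecular function, and 134 had terms in all 3 categories. Of the 265 annotated genes, 225 were higher and 40 lower in drm, with log2 fold changes from -11.8 to 12.6 in the edgeR fit. When only genes that also passed the thresholds in that fit were kept, 245 genes had at least 1 term. Enrichment was not tested, because GO terms of the other genes are not in the files analysed here.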

In the *drm* vs. “FT” comparison, a total of 266 DEGs (78.70%) were assigned to at least one GO term, including 212 (62.72%) with at least one GO term in the biological process category, 194 (57.40%) in the cellular component category and 213 (63.02%) in the molecular function category, while 135 (39.94%) were assigned to GO terms in all three categories. As shown in Figure 6, DEGs in the biological process category were mainly involved in “cellular process” (135 DEGs; 63.68%) and “metabolic process” (134 DEGs; 63.21%), 117 (60.31%), and 164 (84.54%) cellular component DEGs were involved in “intracellular” and “cell part,” respectively. Finally, the most highly represented terms in the molecular function category were “catalytic activity” and “binding,” containing 124 (58.22%) and 128 (60.09%) DEGs, respectively. In addition, GO term enrichment analysis identified a total of eight terms with the correct-*P* = 0.05. Among these, “extracellular region” (25 DEGs; 12.89%), “cell wall” (19 DEGs; 9.79%), “external encapsulating structure” (27 DEGs; 13.92%), and “cell periphery” (29 DEGs; 14.95%) were involved in the cellular component category, and “single-organism biosynthetic process” (24 DEGs; 11.32%), “secondary metabolic process” (19 DEGs; 8.96%), “cell wall organization or biogenesis” (15 DEGs; 7.08%) and “secondary metabolite biosynthetic process” (14 DEGs; 6.60%) were in the biological process category.

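By the terms printed in Table S6, “extracellular region” was given to 24 DEGs, all higher in drm, with log2 fold changes from 4.91 to 12.6 in the edgeR fit. The term “cell wall” was given to 19 DEGs, again all higher in drm, from 5.20 to 12.2. Of these, 22 and 19 passed both thresholds in the edgeR fit. The terms in the table are those assigned directly, and parent terms were not added.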

**Figure 6:**
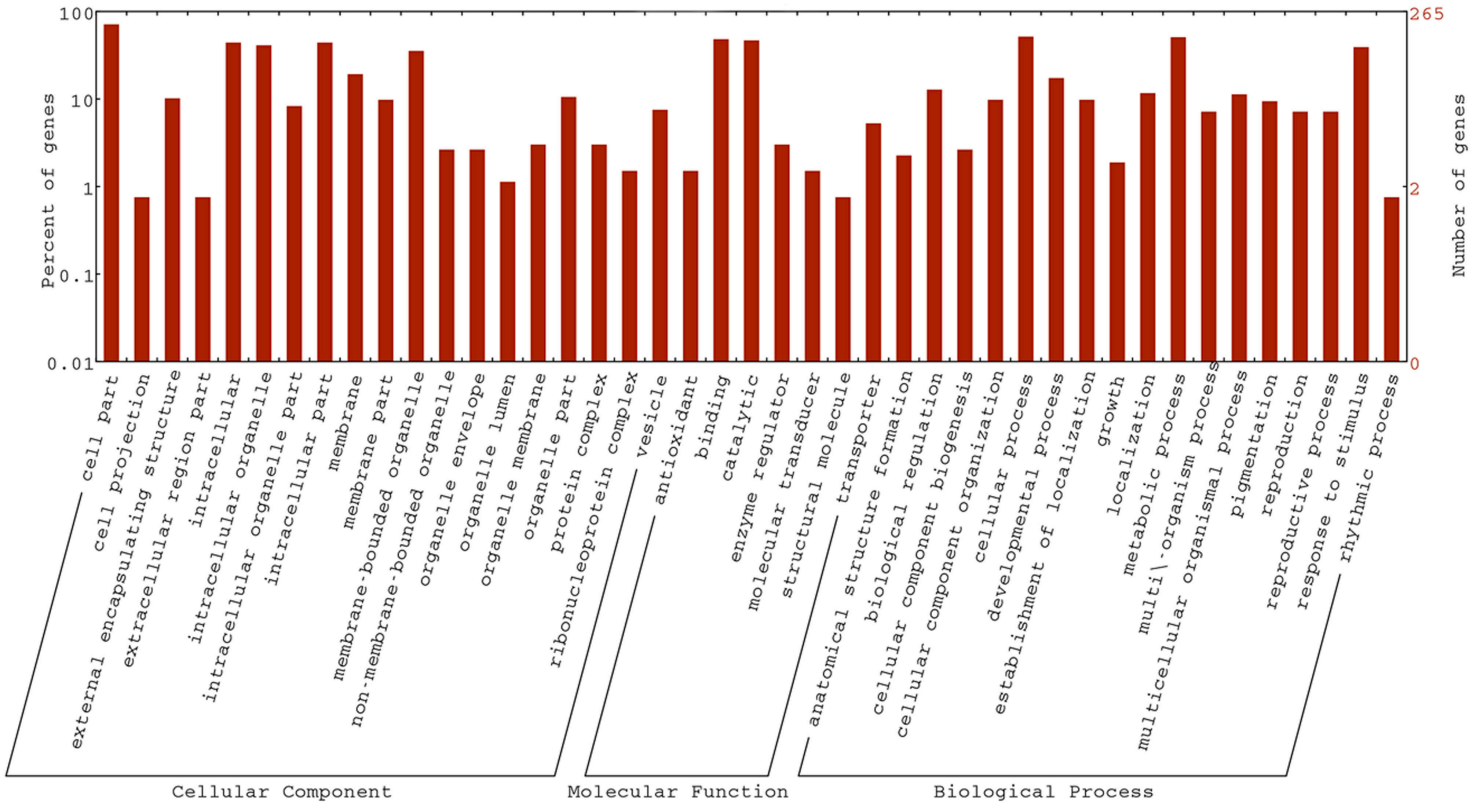
**GO classifications of DEGs in *drm* vs. “FT”**.

The chloroplasts of *drm* were degraded compared to those of “FT.” It is worth noting that GO analysis revealed a number of GO terms related to chloroplast development, including chloroplast thylakoid (nine DEGs), thylakoid (10 DEGs), chloroplast (nine DEGs), and plastid (34 DEGs). 

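In Table S6 the term “chloroplast thylakoid” is printed for 10 DEGs, and all 10 were higher in drm, with log2 fold changes from 5.16 to 12.6 in the edgeR fit. The term “plastid stroma” is printed for 11 DEGs, from 5.03 to 6.86, and “plastid envelope” for 8, from 5.02 to 7.26, all higher in drm. For “plastid” itself there were 18 DEGs, 14 higher and 4 lower in drm. All of these also passed the thresholds in the edgeR fit, so that restricting the table to genes passing there left the numbers unchanged. The paper sets these terms beside the degraded chloroplasts of drm.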

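Of the terms for responses, Table S6 prints “response to stress” for 26 DEGs, 23 of them higher and 3 lower in drm. The term “response to hormone” is printed for 22 DEGs, 17 higher and 5 lower, of which 19 passed both thresholds in the edgeR fit. Both DEGs with “response to wounding” were lower in drm, with log2 fold changes of -8.86 and -7.94. The 2 DEGs with “defense response to bacterium” were higher in drm, with log2 fold changes of 6.04 and 6.97. Only terms printed in the table were counted, without the terms below them in the ontology.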

In addition, DEGs were assigned to numerous GO terms involved in stress tolerance, such as response to stress (59 DEGs), response to biotic stimuli (20 DEGs), response to fungi (four DEGs), response to hormone stimuli (31 DEGs), response to wounding (two DEGs), response to abiotic stimuli (35 DEGs), response to drugs (three DEGs), response to light stimuli (11 DEGs), response to bacterium (two DEGs), and response to temperature stimuli (two DEGs).

To identify genes involved in important pathways, a total of 183 DEGs were mapped to 150 KEGG pathways. Metabolic pathways, containing 49 DEGs (26.78%), was the most highly represented KEGG pathway, followed by biosynthesis of secondary metabolites (34 DEGs, 18.58%), plant hormone signal transduction (33 DEGs, 18.03%), plant–pathogen interaction (19 DEGs, 10.38%), and microbial metabolism in diverse environments (14 DEGs, 7.65%). Significantly-enriched KEGG pathways are shown in Table 5. In addition, a number of KEGG pathways associated with photosynthetic pigments and photosynthesis were found, including those corresponding to porphyrin and chlorophyll metabolism (one DEG), photosynthesis (two DEGs), and carotenoid biosynthesis (three DEGs); these pathways may be related to the mutant phenotype in *drm*. The results of comparative transcriptome analysis between “FT” and *drm* lay a foundation for further elucidation of gene functions and metabolic pathways in Chinese cabbage.

**Table 5:** **Significantly-enriched KEGG pathways of DEGs in *drm* vs. “FT”**.

**Pathway**	**Pathway ID**	**DEGs**	**Total DEGs**	***P*-values**
Plant hormone signal transduction	ko04075	33	183	8.11E-06
Aminobenzoate degradation	ko00627	10	183	0.000277951
Bisphenol degradation	ko00363	9	183	0.000554168
Limonene and pinene degradation	ko00903	9	183	0.000584729
Polycyclic aromatic hydrocarbon degradation	ko00624	9	183	0.00060052
Glucosinolate biosynthesis	ko00966	5	183	0.000707673
Stilbenoid, diarylheptanoid, and gingerol biosynthesis	ko00945	10	183	0.0013657
Tryptophan metabolism	ko00380	7	183	0.003199293
Linoleic acid metabolism	ko00591	3	183	0.00618751
Biosynthesis of secondary metabolites	ko01110	34	183	0.006752548
Pentose and glucuronate interconversions	ko00040	8	183	0.009201608
alpha-Linolenic acid metabolism	ko00592	5	183	0.01480187
Cyanoamino acid metabolism	ko00460	5	183	0.02163699
Tropane, piperidine, and pyridine alkaloid biosynthesis	ko00960	3	183	0.0316206
Novobiocin biosynthesis	ko00401	2	183	0.03518339
Ascorbate and aldarate metabolism	ko00053	4	183	0.03967568
Starch and sucrose metabolism	ko00500	10	183	0.0442584

*DEGs, the number of DEGs with a specific pathway annotation; Total DEGs: the total number of DEGs with pathway annotations*.

### Analysis of the gene expression patterns by qRT-PCR

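Normalized RNA-Seq counts were compared for the 12 genes of the qRT-PCR, whose RNA came from the same plant samples. In 9 of them the counts were higher in drm and in 3, Bra007953, Bra029272 and Bra011660, they were lower. In each gene all 3 drm libraries lay on the same side of all 3 “FT” libraries (exact permutation test, p = 0.1, the smallest p for 3 against 3). The paper chose the 12 genes among its DEGs from these same libraries, so this separation is not independent evidence. With edgeR's default prior count, the largest change was in Bra037196, with 0 reads in each “FT” library and 790 ± 51.4 normalized counts in drm (SD, n = 3). Bra037196 lies on chromosome 9 from 4895518 to 4896282 in the coordinates of Tables S2 and S3. Its log2 fold change was 12.6 with that prior count and 4.999 with limma on log2(RPKM + 1), just under the DEG threshold of 5. On the limma scale the change of Bra031329 was larger, at 6.96. Bra014819, Bra015728 and Bra003874 also had 0 reads in “FT”, and had 607 ± 22.9, 230 ± 15.1 and 78.6 ± 3.16 normalized counts in drm. Bra029272 fell from 139 ± 11.2 normalized counts in “FT” to 1.06 ± 1.06 in drm, a log2 fold change of -6.88 (standard error 0.708, adjusted p = 6.40e-13 from edgeR's quasi-likelihood test). Bra011660 had 16.2 ± 5.58 normalized counts in “FT” and 0 reads in drm. The paper reports similar trends in qRT-PCR and RNA-Seq, and proposes from them that its transcriptome analysis was reliable.

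**Figure D3:**
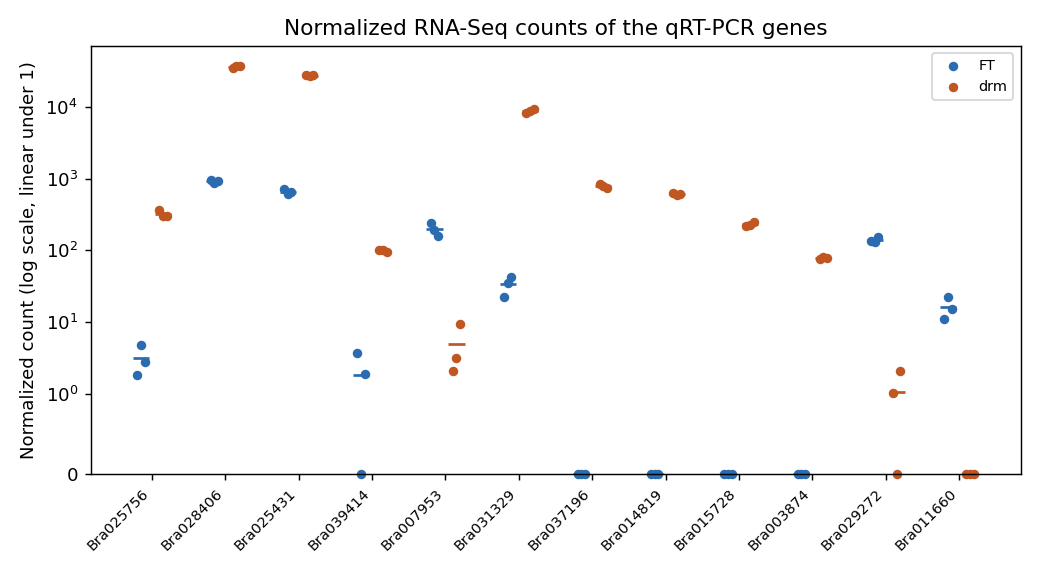
Normalized counts of the 12 genes are plotted per library (points) with genotype means (lines), on an axis that is logarithmic above 1 and linear below. Points at 0 are libraries without a read of the gene, as in “FT” for Bra037196, where the drm mean is 790.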

The gene expression patterns determined by qRT-PCR (Figure 7) showed the trends similar to those found in the RNA-Seq data, suggesting that our transcriptome analysis was reliable.

**Figure 7:**
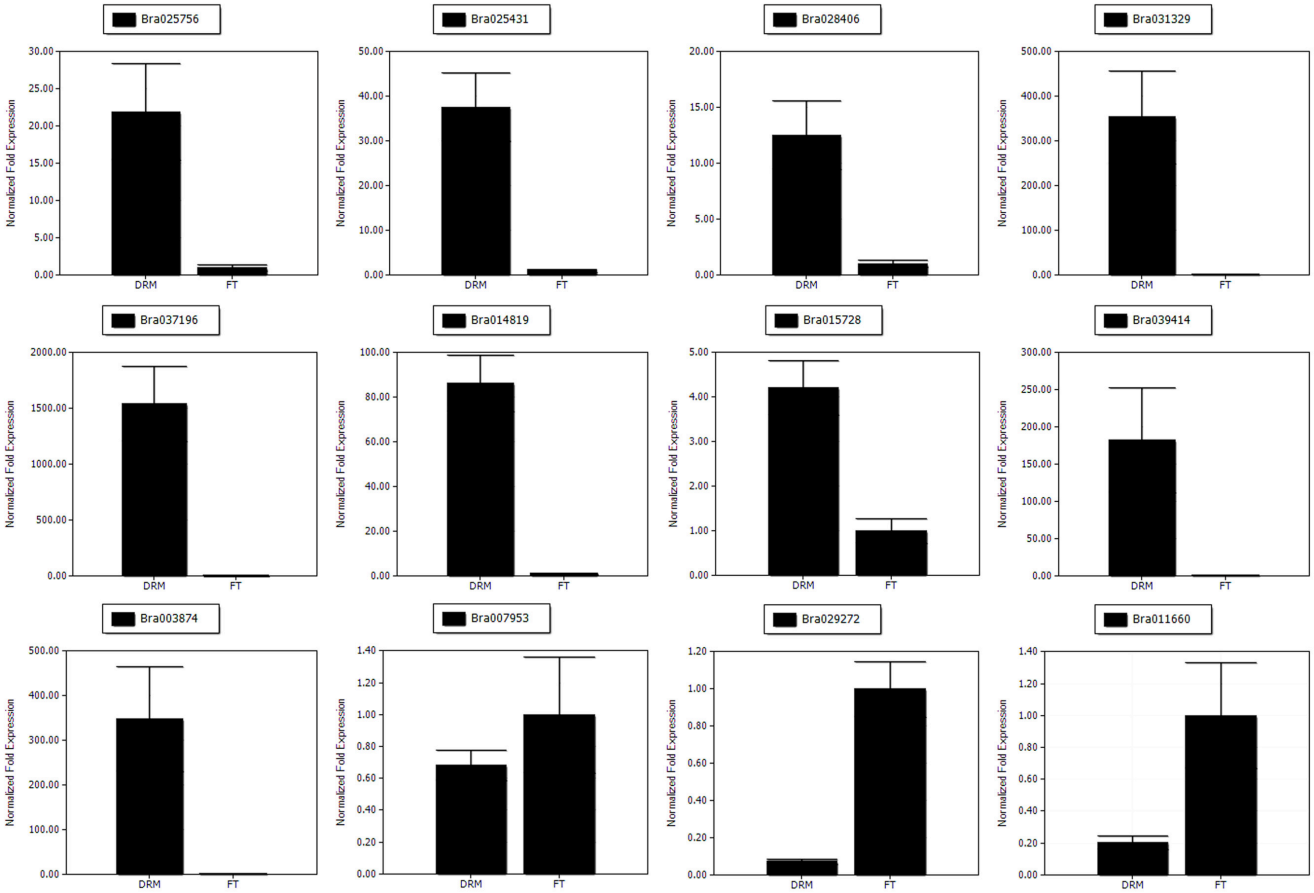
**The qRT-PCR analysis of gene expression patterns**. The relative expression levels for 12 DEGs are shown.

## Discussion

In this study, we characterized the *drm* exhibiting a slow-growing, chlorophyll-deficient phenotype, which was screened by Huang et al. (2014) and derived from the Chinese cabbage DH line “FT” by a combination of isolated microspore culture and radiation treatment (^60^Co γ-rays). Compared with the wild-type “FT” line, the chlorophyll contents were significantly reduced in *drm*, and the chloroplast structure was abnormal. In addition, the chlorophyll fluorescence parameters and the photosynthetic efficiency were significantly reduced in *drm*. These changes in physiological characteristics may inhibit the growth and development of a plant and cause a significant reduction in the important agronomic traits of *drm*, such as leaf length, leaf width of the third true leaves, and plant width at the seedling stage, as well as head weight, head length, and head width at the heading stage. These results suggest that the slow growth and development of *drm* resulted from a significant reduction in these physiological characteristics.

Investigating the differential expression patterns of genes between “FT” and *drm* has important fundamental and practical applications and our data will be valuable for further investigating the growth and development of Chinese cabbage at the molecular level. According to KEGG pathway analysis, one DEG (*Bra025756*) was involved in the porphyrin and chlorophyll metabolism pathway. *Bra025756* encodes chlorophyllase, which plays a critical role in chlorophyll degeneration and is crucial for plant development (Hornero-Méndez and Mínguez-Mosquera, 2002; Okazawa et al., 2006; Yi et al., 2006). Chlorophyllase catalyzes the reaction from chlorophyll to chlorophyllide (Fang et al., 1998; Hörtensteiner, 1999; Tsuchiya et al., 1999). Therefore, the upregulation of the chlorophyllase gene (*Bra025756*) in the *drm* vs. “FT” comparison may accelerate chlorophyll degradation in *drm*, thereby reducing chlorophyll levels and affecting photosynthetic efficiency, ultimately causing the slow growth and development of *drm*. 

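With each library left out in turn, the log2 fold change of Bra025756 stayed between 6.35 and 7.02, against 6.61 with all 6 libraries, and with limma on log2(RPKM + 1) it was 3.28. In RPKM the gene had 0.110 ± 0.0516 in “FT” and 9.83 ± 1.14 in drm (SD, n = 3 each). Reads covered 99.0% of the gene in drm and 27.2% in “FT”. The value in “FT” rests on 2 to 5 reads per library, so its fold change is less precise than its direction. The paper reasons from this upregulation that chlorophyll degradation may be faster in drm.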

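Bra025812 lies on chromosome 6 from 7869803 to 7870210 in the coordinates of the paper's Tables S2 and S3, whose genome build is not named there. It had 40.0 ± 7.94 normalized counts in “FT” and 2184 ± 24.1 in drm (SD, n = 3 each), a log2 fold change of 5.76 (standard error 0.175, adjusted p = 6.54e-21 from edgeR's quasi-likelihood test). Bra026854, for which the files analysed here give no position, had 3.17 ± 2.93 normalized counts in “FT” and 317 ± 15.0 in drm (SD, n = 3 each), a log2 fold change of 6.60 (standard error 1.13, adjusted p = 6.23e-15). It had 4, 6 and 0 reads in FT2, FT4 and FT5, and its log2 fold change ranged from 6.04 to 7.31 with each library left out. On the log2(RPKM + 1) scale the changes were 5.24 for Bra025812 and 3.89 for Bra026854.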

In addition, two other DEGs (*Bra025812* and *Bra026854*) were involved in photosynthesis pathways. However, their functions are currently unknown. Further analysis of these two genes may uncover possible roles in regulating photosynthesis in Chinese cabbage.

SNPs developed based on transcriptomes have been widely employed as powerful molecular markers for genetics, evolution and breeding programs in plants (Blanca et al., 2012). The SNPs in this study were in accordance with those of previous studies, which revealed high frequencies of A/G and C/T transitions in other plant species (Chagné et al., 2008; Blanca et al., 2012). In addition, the SNPs contrasting “FT” and *drm* provide a valuable resource for future molecular marker development and genetic linkage mapping studies in Chinese cabbage, especially some specifically detected SNPs in *drm* may be directly related to the mutant phenotype.

Mutants represent a valuable resource for functional genomics studies and can be used as ideal materials to study a variety of physiological processes (Fambrini et al., 2004; Fujino et al., 2008). Therefore, Chinese cabbage mutants are not only valuable for breeding, but they are also highly useful for identifying the biological functions of selected genes. Leaves are the main sites of photosynthesis and mutations of leaves may significantly influence photosynthesis and even the growth and development of a plant. Consequently, leaf-color mutants represent ideal materials for studying chloroplast development and photosynthesis mechanisms, as well as the functions of genes related to chlorophyll biosynthesis and regulation in plants.

The mutant used in this study exhibits a chlorophyll-deficient phenotype; however, it differs from other chlorophyll-deficient mutants that have been reported (Ansari et al., 2013; Zhu et al., 2014). The mutant in this study not only affects chlorophyll biosynthesis and chloroplast development, but also influences plant growth and development, eventually leading to the production of very small leafy heads. The mutant in this study is closely related to the yield and quality of Chinese cabbage, therefore, further studies of *drm* have important theoretical and practical value. In this study, genetic analysis indicates that the phenotype of *drm* is controlled by a single recessive gene. Fine-mapping of *drm* genes remains a point for further study; gene mapping, and our transcriptome analysis can be combined to predict candidate genes for *drm*, especially the DEGs identified between “FT” and *drm* and the SNPs specifically detected in *drm* based on the transcriptome data. Further investigation of the *drm* gene has significant implications for revealing the molecular mechanism involved in the slow-growing phenotype of *drm* and can also be used in breeding research for Chinese cabbage.

In conclusion, our physiological characterization and comparative transcriptome analysis of “FT” and *drm* have provided important information for better understand the molecular regulatory mechanisms of the phenotypic differences between these lines. Further investigation of the functions of DEGs involved in chlorophyll degradation and photosynthesis, as well as the regulation of chlorophyll metabolic processes, could substantially increase our understanding of growth and development in Chinese cabbage. The resources developed in this study provide a basis for further studies of gene expression and functional genomics in Chinese cabbage.

## Database linking

The transcriptome sequencing data were deposited in the NCBI Gene Expression Omnibus (GEO) Database with the accession number GSE75464.

## Author contributions

HF and ZL conceived and designed the research. SH, DL, and RY performed the research. SH, LH, and XL analyzed the data. SH wrote the manuscript. HF revised the manuscript. All authors discussed the results and approved the final manuscript.

### Conflict of interest statement

The authors declare that the research was conducted in the absence of any commercial or financial relationships that could be construed as a potential conflict of interest.

How the deposited data were processed for this re-analysis (not part of the article)

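RNA-Seq was performed on the third true leaves of “FT” and drm, with 3 libraries per genotype. The authors removed low-quality reads, mapped the clean reads with SOAPaligner/SOAP2 and deposited one table per library. The count column holds the number of uniquely mapped reads per gene as the authors counted them, without normalization. The deposited RPKM equals the count scaled by the gene length and the library's total count. The authors also deposited a coverage signal per gene, the percentage of its bases covered by unique reads, which reaches 100.94% in places. Genes without a read are absent from a library's table and were taken as 0 counts. The files name no genome build and hold no positions or sequences.

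Total counts per library ran from 30872809 to 32034952, so that 3 counts correspond to 0.0936 to 0.0972 CPM. The median total was 31333257 in “FT” and 31531693 in drm. Genotypes were compared with edgeR 4.0.16 in R 4.3.3, with TMM normalization and the quasi-likelihood test, on 27888 genes with at least 10 counts summed over the 6 libraries, and p-values were adjusted by the Benjamini-Hochberg method. A DEG has a log2 fold change of at least 5 in size (edgeR's default prior count) and an FDR of at most 0.001. Normalized counts are counts divided by the TMM-scaled library size and multiplied by the mean library size. The standard error of a log2 fold change was computed from the spread of log2(normalized count + 0.5) between libraries. SEGs had 0 reads in one genotype and a mean normalized count over 11 in the other. DESeq2 1.42.0 and limma 3.58.1 served as alternatives, limma on log2(RPKM + 0.1) and log2(RPKM + 1). Other computations used Python 3.11.15 with scipy 1.17.1. Exact permutation tests of 3 libraries against 3 cannot go below p = 0.1.

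The edgeR script was tested on counts simulated from the “FT” means, library sizes and dispersions, with 200 changed genes among those with a mean of 50 to 5000 counts. It recovered 99% of them with 0 false calls among 26800 unchanged genes, DESeq2 recovered 97%, and limma on log2(RPKM + 0.1) recovered 93%. Recovery did not require a log2 fold change of 5 in size, which 66 of the changed genes passed in edgeR. Of the 326 DEGs, 108 had a mean under 20 in the genotype with the higher expression, and 138 had 0 reads in one genotype. Changed genes with a mean under 50 were not simulated, so the simulation does not give the accuracy of the DEG calls.

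Gene set and position checks used limma's camera with an inter-gene correlation of 0.01 and 100000 seeded permutations. The genes named in the text were fixed by a rule before the files arrived, namely every gene the paper names by its identifier and the 3 largest changes in each direction among DEGs with a mean normalized count of at least 1000 and the same direction in all 9 pairs of a drm and an “FT” library. In the downward direction 1 gene met it. The rule also named the genes of the densest group of neighbouring silent genes, and there was no such group. The paper's extended genes, transcripts outside annotated genes, SNPs and KEGG pathways were left out, because the deposited tables do not hold the data for them. Table S1 was available for 1139 genes only. The alternatives changed the normalization, test, filter, prior count, thresholds, replicate block and the libraries included.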

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

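The paper reports genes with a log2 fold change of at least 5 in size. Below that threshold, 6601 genes had a log2 fold change of at least 1 and under 5 in size at an FDR of at most 0.001, 4059 of them higher and 2542 lower in drm. They were flagged because they lie outside the genes the paper discusses. The real grouping was the only 1 of the 10 splits of the 6 libraries to give any such gene. This is the smallest share that 10 splits allow and cannot by itself exclude a chance division of the libraries. Log2 CPM correlated across genes with r of 0.990 to 0.991 within a genotype and 0.908 to 0.912 between genotypes. This gap, beyond the spread of each range, argues against a chance division of these libraries. The median library sizes of drm and “FT” had a ratio of 1.0063, and the fit divides out library size, so a size difference is a poor candidate explanation. The 10 most abundant genes took at most 4.34% of a library, so a few dominant genes are a poor candidate too. TMM factors ran from 0.938 to 0.950 in drm and from 1.05 to 1.07 in “FT”, so the composition of the libraries did differ between genotypes. RLE normalization in place of TMM gave 6599 such genes. Across genes, the size of the change had a Spearman rho of -0.0805 with gene length. The prediction for gene length and those for the splits of the fitted counts were written before the test, the others after their results had been seen. The methods mention both biological replicates and pooled RNA, and the variance between “FT” libraries was 2.358 times the mean in the median gene with at least 100 normalized counts, above read sampling alone, but libraries made from pooled RNA could also show such a spread. If the libraries share RNA, the FDR values understate the variation between plants. GC content, reads shared between paralogs and reads from another organism were not tested, since no sequences were given. The pattern cannot be told apart from shared RNA and these untested explanations, and a difference between the genotypes in many genes is a hypothesis. The labels give the same range of days for both genotypes, while the paper reports slower growth of drm. The design therefore does not separate the developmental stage of the leaves from genotype.

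The coverage column gives another signal that the paper shows only as a distribution. Among 16037 genes with an average depth of at least 10 reads per base in every library, assuming reads of 90 bp, 28 had coverage more than 10 percentage points apart with no overlap between the genotypes, 10 lower in drm and 18 lower in “FT”. They were flagged because the paper does not compare coverage gene by gene. The limits were set after seeing the data, as were the predictions. Other splits of the libraries gave 0 to 4 such genes, and the real grouping was 1 of 10 splits with as many. Fewer reads in the genotype with the lower coverage are a poor candidate explanation, since only 4 of the 28 genes had less than 0.5 times the normalized reads there. Of the 28 genes, 7 fell within 1 window of 1000 consecutive ID numbers that held 477 of the 16037 genes (permutation p = 0.0011 for the densest window anywhere). All 105 genes of that window with a position in Tables S2 and S3 are on chromosome 3. A chromosome segment that differs in sequence between the genotypes was a candidate explanation, with the prediction that DEGs would also be frequent there, but 0.922% of the tested genes in the window were DEGs against 1.18% elsewhere (Fisher's exact test, p = 0.73). This prediction was not met, though a sequence difference that affects mapping alone might leave expression calls unchanged. Reads shared with paralogs, splicing differences and sequence variants were not told apart, since the reads and a genome were not at hand. The SNPs that the paper reports were not compared with these genes or with the window.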

How the results depend on the processing

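The alternatives were fixed before the processed files arrived, except those for coverage, which were chosen after seeing the data. The number of genes changed by less than the DEG threshold stayed within 1.5 times its value under every alternative computed for it. It was not computed with a prior count of 2, limma on log2(RPKM + 1), no normalization beyond library size or the 0.001 replacement. The numbers of detected genes and the GO term counts also stayed within this limit, and the thylakoid comparison kept its direction. With an RPKM of at least 1 the genotype means of detected genes nearly met, at 21822 in “FT” and 21828 in drm. Without this requirement they were 28212 and 28531. No result reversed.

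The DEG counts depend on the fold change threshold and on how genes with few reads in one genotype are treated. Against 326 DEGs (273 up, 53 down), a prior count of 2 gave 114 (105 up, 9 down), limma on log2(RPKM + 0.1) gave 88 (79 up, 9 down) and on log2(RPKM + 1) gave 20 (19 up, 1 down). All of these shrink the fold change of genes near 0. Requiring at least 10 counts in every library gave 40 (39 up, 1 down), since it removes genes silent in one genotype, and edgeR's filterByExpr gave 35 down. Lowering the fold change threshold to 4 gave 627 (522 up, 105 down) and to 1 gave 6927 (4332 up, 2595 down), and an FDR of at most 0.05 gave 91 down. With the replicate block, 284 DEGs passed. The real grouping was the only 1 of the 10 splits with as many DEGs in total, as many in the more frequent direction and as many in the less frequent direction.

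SEG numbers follow the minimum count. A mean over 5 gave 57 in “FT” and 147 in drm, a mean over 20 gave 9 and 31, and a mean RPKM of at least 1 gave 12 and 27. With each library left out in turn, SEGs ranged from 21 to 40 in “FT” and from 66 to 106 in drm. Leaving out a library of the silent genotype removes part of the depth that shows a gene to be silent, so the depth limits this result. For coverage, a gap over 5 percentage points gave 57 genes in place of 28. For neighbouring SEGs in “FT”, pairs at most 20 apart gave a permutation p of 0.029 in place of 1. Among the 22 named genes, 29 rows fell under the thresholds, 14 of them with limma on log2(RPKM + 1), and none changed direction.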

Differences from the paper's values

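Log2 ratios of Table S6 were compared with the edgeR log2 fold changes. The paper's value is -19.5983 for Bra037196, -19.2174 for Bra014819, -17.8207 for Bra015728 and -16.2685 for Bra003874, against 12.6, 12.2, 10.9 and 9.30 here. The table itself lists these genes as upregulated. None of the alternatives set before the files arrived closed the gap, and the ratio with 0 replaced by 0.001 gave 19.6, 19.2, 17.8 and 16.3, the paper's sizes with the opposite sign. In all, 92 of the 284 genes listed as up in Table S6 carry a negative log2 ratio. For Bra000832 the paper's value is -13.2804 against -6.35 here, and for Bra011660 it is -13.9612 against -7.02. The ratio with 0 replaced by 0.001 gave -13.3 and -14.0, within the error, and no other alternative did.

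The qRT-PCR values of Figure 7 were read by eye as the ratio of drm to “FT”, and were set beside the ratio from the RNA-Seq counts. Error bars in the figure are not defined in its legend. For Bra025756 the paper's ratio is about 22 in Figure 7 against 97.4 here, for Bra028406 about 12 against 39.4, and for Bra039414 about 180 against 49.2. For Bra007953 it is about 0.68 against 0.0255. None of the alternatives set before the files arrived closed these gaps. In genes with 0 reads in “FT”, where the ratio rests on the prior count, the paper's ratio is about 1500 for Bra037196 against 6333, about 86 for Bra014819 against 4864 and about 4.2 for Bra015728 against 1848, and no alternative closed the gap. For Bra003874, also with 0 reads in “FT”, the paper's ratio is about 350 against 631. DESeq2's size factors and Wald test gave 459, within the limits, but the alternatives ran from 4.78 to 78598. For Bra029272 it is about 0.08 against 0.00847, where limma on log2(RPKM + 1) gave 0.133, within the limits. That scale compresses low values, and the other alternatives ran from 0.00467 to 0.0216, so this gap is not explained. For Bra011660 the paper's ratio is about 0.2 against 0.00768, where limma on log2(RPKM + 0.1) gave 0.209, within the limits. This gene had 0 reads in drm, and its alternatives ran from 6.19e-05 to 0.721, so its size is not settled either. The directions were the same in all 12 genes.

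The paper's text describes the whole set of clean reads as mapped to genes, whereas the deposited counts sum to 188350048 reads. The paper describes most of the stress-related DEGs as highly expressed. In the genotype with the higher expression, the median over the tested genes was 364 normalized counts. Bra035023, Bra016056, Bra033350 and Bra026368 had means of 5268, 2785, 772 and 742 there, over that median. Bra007953, Bra039414 and Bra000832 had means of 198, 99.0 and 10.1, under it. The paper also describes the 3 chlorophyll degradation and photosynthesis-related genes as relatively highly expressed in drm. Of these, Bra025756 had 319 normalized counts in drm, also under that median. Normalized counts are not scaled by gene length, so this split depends in part on length. In RPKM, Bra026368 (2934 bp) had 7.59 in drm, below Bra025756 with 9.83 and Bra039414 with 10.9. Bra007953 had an RPKM of 13.5 in “FT”, while Bra000832 was low there on this scale too, with 0.248.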

Other observations

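Genes with a thylakoid term were compared with other abundant genes, using the 1139 genes of Table S1 that were available. The 127 thylakoid genes had a mean log2 fold change of 1.70 and 119 of them were higher in drm, while the other 1012 genes had a mean of 0.797. The value that limma's camera gave for this difference, 9.26e-07, was the smallest of the 10 splits of the 6 libraries, the real grouping being the only 1 with a value as small (exact permutation test over the splits, p = 0.1, the smallest p that 10 splits allow). The prediction for the splits was written before the test. The paper describes fewer thylakoids in drm. The camera value has limits. The available part of Table S1 is sorted by the reads of DRM2, with 1138 of the 1139 genes among the 1139 most abundant in that library and 711 in FT2, so that the genes were selected toward higher expression in drm. In addition, camera gave small values for wrong groupings too, from 1.94e-06 to 0.00107 over the other 9 splits. The camera value therefore cannot be read as an error rate here, and whether thylakoid genes as a class are higher in drm was not settled. With stroma and envelope terms included the camera value was 0.00443, and with the replicate block it was 5.60e-07.

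Genes silent in one genotype were tested for lying near each other, after neighbouring ID numbers had been seen in Table S6, and the predictions were written after the results had been seen. Among the 24 SEGs in “FT” there were 0 pairs at most 10 ID numbers apart, and among the 67 SEGs in drm also 0, where permuted labels gave means of 0.137 and 1.11 pairs (permutation p = 1 for both, under chance placement along the gene order). With pairs at most 20 apart, 2 pairs were found in “FT” (permutation p = 0.029) and 1 in drm (permutation p = 0.89), and these values were not adjusted for the 8 tests made. The hypothesis that silent genes cluster, as a deletion would make them, was not borne out for pairs at most 10 apart. For the SEGs in “FT”, finding no pair is also the usual result of chance placement, so clustering over longer distances stays open. With DEGs in place of SEGs the permutation p was 0.34 for genes lower and 0.25 for genes higher in drm. ID numbers stand in for positions, since most genes have none in the files analysed here.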
